A study of Mus musculus with 9 samples. Its data were reported in "Sonic hedgehog-heat shock protein 90β axis promotes the development of nonalcoholic steatohepatitis in mice" (2024).

How the data were processed

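Small RNA was sequenced from liver exosomes in 9 samples, 3 for each of 3 groups, grouped by the sample titles. The study describes the exosomes as pelleted by differential centrifugation from the medium of liver pieces digested with collagenase. It counts 3 mice per group for this experiment, so each library was taken as a separate mouse. The sources differ on how the libraries were made. The study's methods name the NEBNext small RNA kit, Illumina sequencing and exosomal RNA, whereas the protocol in the labels describes total RNA extracted from tissue with Trizol, a gel cut of small RNA, and 3′ adapters that carry unique molecular identifiers (UMIs). Which of them applies to the deposited values, and whether UMIs were collapsed, is not given in the sources used here. Known miRNAs were matched to miRBase per the study, and the submitters' processing notes name Bowtie2. The counting tool, the predictor behind the 131 predicted entries and the authors' genome build are not given in the sources used here. The study tested differences with DEGseq.

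The authors deposited 1 table with 722 entries. It holds whole-number counts per mature miRNA for each library and, beside them, RPM values. The RPM values deposited by the authors equal the count divided by 1 total per library, scaled to reads per 1e+06. Multiplying back gave every count to within 0.0517 counts. The totals implied were 24857300 to 27587100 tags, against 218256 to 681286 miRNA counts, so the RPM denominator covers far more than miRNAs. Group means of counts and RPM, also deposited by the authors, were used for no test. All columns of sample values were matched to samples, and 0 were left unmapped.

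Differences were tested on the deposited counts with edgeR 4.0.16 (TMM factors, filterByExpr with the groups and its default minimum of 10 counts, robust quasi-likelihood F test, all 9 libraries in 1 fit, no covariate) in R 4.3.3. P values were adjusted by Benjamini-Hochberg over the 248 entries that passed the filter (30 of them predicted), with a threshold of 0.05. The SE of a log2 fold change is its size divided by the root of the F statistic, and intervals are 1.96 SE on each side. CPM values in the text use TMM-scaled totals of the tested entries. DEGseq pools the libraries of a group and so ignores the spread between mice; pooled counts were tested under Poisson sampling as an alternative. The common biological coefficient of variation was 55.0%. Lists of miRNAs were tested with camera in limma 3.58.1 on voom values with a preset correlation of 0.01, adjusted over the 12 of 14 lists with at least 3 tested members. The lists, fixed before the data were examined along with the tests and the alternative settings, were the study miRNAs, hepatocyte, erythroid, immune cell, endothelial, stellate and other mesenchymal, cholangiocyte and other epithelial, miR-29 family, let-7 family, steatohepatitis literature, miR-17-92 and paralogous clusters, Dlk1-Dio3 cluster, X-linked cluster (miR-188, 362, 500, 501, 532 and 660) and late-numbered entries (number 1900 or higher). miRNA names were matched exactly after removal of the species prefix.

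The miRNAs named were the 4 of the study, those past the threshold, where fewer than 10 passed the ones with the lowest unadjusted p up to 10 per comparison, the 10 most abundant, and the most abundant 2 to 4 members of a list; others were chosen after their values were seen and are marked so. Shares of the 10 most abundant miRNAs were compared with exact two-sided permutation tests, whose smallest p is 0.1. Shares of single libraries carry 95% Wilson intervals. A count of 0 allows up to 3 counts, which is 4.40 to 13.7 per 1e+06 miRNA counts of a library.

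The method was tested on simulated counts drawn from the means, library sizes and dispersions of the table, with 200 of the 722 entries changed. In 10 simulations per comparison it recovered 5.23% of tested miRNAs changed 2-fold and 40.9% of those changed 4-fold in the diet comparison, 5.14% and 41.3% in the genotype comparison, and 8.14% and 42.6% for KO HFFC against chow. A let-7 family lowered 1.5-fold was called in 17 of 20 simulations of the genotype comparison, and 0 of 184 tests of unchanged lists were called. Each miRNA was drawn independently in these simulations. They therefore do not show how often lists are called wrongly when members correlate, as let-7 members did (estimated correlation 0.218). No pair of libraries within a group agreed within sampling noise (lowest chi-square per degree of freedom 64.1). Alternatives covered other scaling factors, DESeq2 1.42.0, limma-voom, limma-trend, other filters, fits on 6 samples, a block for the replicate number, leaving out each library, other thresholds and set tests. Hairpin positions were taken from GENCODE M21 (GRCm38), which may not be the annotation the authors used.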

Results

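The miRNA cargo of liver exosomes was compared between mice that develop steatohepatitis on a diet high in fat, fructose and cholesterol (HFFC) and mice on chow, and between HFFC-fed mice with and without Hsp90β in hepatocytes. Exosomes are small vesicles released by cells, and here they were taken from the medium of cultured liver pieces. The 9 libraries fell into 3 groups of 3: floxed mice with intact Hsp90β on chow (flox chow), floxed mice on the HFFC diet (flox HFFC) and hepatocyte knockout mice on the HFFC diet (KO HFFC). The table held counts for 722 entries, of which 591 carried a miRBase-style name and 131 were predicted miRNAs. The libraries held 218256 to 681286 miRNA counts, lowest in flox chow replicate 3 and next lowest, at 293708, in flox HFFC replicate 1. These counts made up 0.849% to 2.61% of the library tags that the authors had used for scaling. The mean share was 1.74% ± 0.880 (SD, n = 3) in flox chow, 1.73% ± 0.630 in flox HFFC and 1.52% ± 0.300 in KO HFFC. Hsp90β is encoded by an mRNA that a miRNA table does not cover, so the deletion itself could not be checked in these libraries.

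Hepatocyte miR-122-5p was the most abundant miRNA in every group. It took 23.3% ± 9.42 of miRNA counts in flox chow, 22.9% ± 6.27 in flox HFFC and 23.1% ± 3.35 in KO HFFC (SD, n = 3). It was followed by let-7f-5p (mean share 8.30%), let-7g-5p (7.26%), the endothelial miR-126a-3p (5.45%), miR-192-5p (5.21%), miR-22-3p (4.19%), miR-26a-5p (3.49%), let-7a-5p (3.11%), let-7c-5p (3.02%) and miR-21a-5p (2.40%). Together these 10 miRNAs held 61.5% to 69.8% of the counts of a library. None of the 10 shares separated flox HFFC from flox chow, nor KO HFFC from flox chow. Between KO HFFC and flox HFFC, let-7g-5p was lower in every knockout library (5.89% ± 0.979 against 8.54% ± 0.896) and miR-22-3p was higher in every one (4.83% ± 0.967 against 3.4% ± 0.268). Both gave an exact two-sided permutation p of 0.1, the smallest that 3 against 3 libraries allow, and an adjusted p of 0.5 over the 10 miRNAs, so these differences did not pass. The count of miR-122-5p itself hardly followed library yield. It ranged from 73731 to 106223, while all other miRNAs together ranged from 144525 to 575063, so its share was highest, at 33.8% (95% Wilson interval 33.6% to 34.0%), in the library with the fewest counts. The miR-122 hairpin lies on chromosome 18 at 65248861 to 65248926 (plus strand, GRCm38, GENCODE M21), within an exon of an annotated lincRNA.

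**Figure D1:**
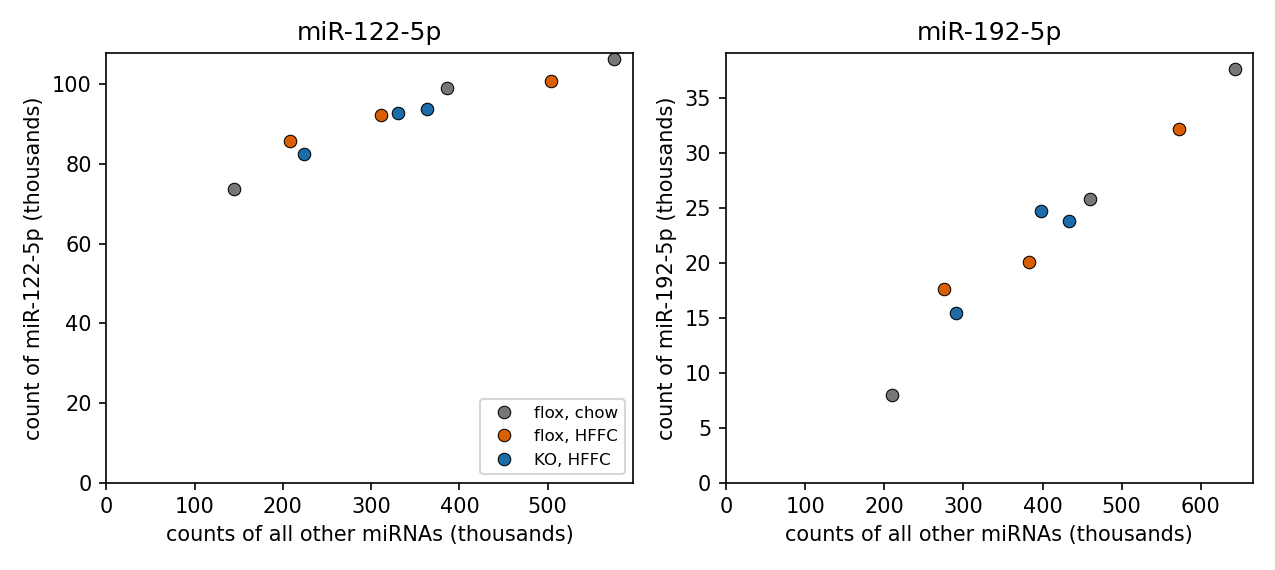
Count of miR-122-5p (left) and miR-192-5p (right) in each of the 9 libraries, against the counts of all other miRNAs in the same library, with both axes in kilocounts. Each point is 1 library, coloured by group, and miR-122-5p stays between 73731 and 106223 while miR-192-5p grows with the yield.

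The first comparison asked which exosomal miRNAs differ in floxed mice with the HFFC diet. The 10 miRNAs of lowest p, none of which passed the test, are given with their values. The paired arms of miR-802, a miRNA of obese liver, were higher on HFFC in every library, with log2 fold changes of 1.59 ± 0.50 (SE) for miR-802-3p and 1.39 ± 0.48 for miR-802-5p. The p53-induced miR-34a-5p had a mean of 21907 CPM ± 11521 (SD, n = 3; CPM, TMM-scaled counts per 1e+06 counts) on HFFC against 8473 ± 4704 on chow, a log2 fold change of 1.37 ± 0.52 (SE). The immune cell miRNAs miR-342-3p (1.25 ± 0.49) and miR-155-5p (1.06 ± 0.45) were also higher in each HFFC library than in each chow library. On the lower side stood miR-16-5p (−1.06 ± 0.36) and miR-195a-5p (−1.67 ± 0.64), which share a seed and restrain the cell cycle, the imprinted miR-127-3p (−1.21 ± 0.45), miR-455-5p (−1.34 ± 0.60) and the muscle miRNA miR-1a-3p (−3.99 ± 1.57). The last rested on flox chow replicate 3, which held 1029 counts of miR-1a-3p against 25 to 64 elsewhere, and also 162 of miR-206-3p and 96 of miR-133a-3p, both known from muscle. Without that library the log2 fold change of miR-1a-3p was 0.72 (−4.75 without flox chow replicate 1), and those of miR-16-5p and miR-195a-5p were −0.49 and −0.43. miR-34a-5p was at 0.87 without flox HFFC replicate 2, and miR-342-3p at 0.74 without flox HFFC replicate 1. Of 248 miRNAs tested, edgeR's quasi-likelihood test called 0 at an adjusted p of 0.05, the lowest adjusted p was 0.917, and 11 had an unadjusted p under 0.05, against 12.4 from chance alone. DESeq2 and limma also called 0. Groups that do not overlap were found for 8.47% of the miRNAs, and chance gives 10% for 3 against 3.

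As a group, miRNAs that the literature links to steatohepatitis were higher on HFFC. Of the 15 tested members, 12 had a positive and 3 a negative log2 fold change, with a median of 0.34 (camera on voom values, adjusted p = 0.00306). When camera estimated the correlation between members the adjusted p was 0.119, so the call did not hold. The estimate of 0.00973 was close to the preset 0.01, and the p differs because with an estimate camera uses the residual degrees of freedom of the libraries in place of a number near that of the miRNAs. Among its members were miR-802-5p, miR-34a-5p and miR-155-5p, given above, and the most abundant were miR-122-5p (−0.09 ± 0.35), whose count hardly follows yield, miR-192-5p (0.19 ± 0.20), the profibrotic miR-21a-5p (0.56 ± 0.41) and miR-27b-3p (0.19 ± 0.23). No member passed, either over all miRNAs or adjusted over the list alone (lowest 0.174). The X-linked cluster around miR-500 had only 3 tested members, all with positive values: miR-532-5p (0.58 ± 0.42), miR-501-3p (0.96 ± 0.91) and miR-362-3p (2.08 ± 1.35). Its adjusted p was 0.0130, or 0.140 with an estimated correlation (0.0369) and fewer degrees of freedom, and 0 members passed adjusted over the list alone. This call was lost without flox chow replicate 2 (adjusted p = 0.0780), flox chow replicate 3 (0.0788) or flox HFFC replicate 3 (0.0814). The other 10 lists were not called. They included the hepatocyte list (5 of 9 members positive, adjusted p = 0.918), the immune cell list (5 of 9, 0.518), the stellate and other mesenchymal list (7 of 8, 0.518), the cholangiocyte and other epithelial list (4 of 4, 0.518), the erythroid list (1 of 6, 0.518), the let-7 family (6 of 9, 0.524) and the miR-29 family (2 of 4, 0.918, with a median just above 0 and a mean of −0.06). The Dlk1-Dio3 cluster (3 of 4, 0.727), the miR-17-92 group (2 of 7, 0.918) and late-numbered database entries (4 of 10, 0.673) did not pass either. Examples were miR-148a-3p (0.09 ± 0.26) of hepatocytes, miR-146a-5p (0.17 ± 0.30) and miR-150-5p (−0.26 ± 0.44) of immune cells, miR-143-3p (0.15 ± 0.28) and miR-145a-5p (−0.43 ± 0.44) of mesenchymal cells, and miR-429-3p (0.90 ± 0.56) and miR-200a-3p (0.07 ± 0.49) of epithelia. The endothelial list had 2 tested members, too few for a set test: miR-126a-3p (0.02 ± 0.22) and miR-126a-5p (−0.03 ± 0.37).

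**Figure D2:**
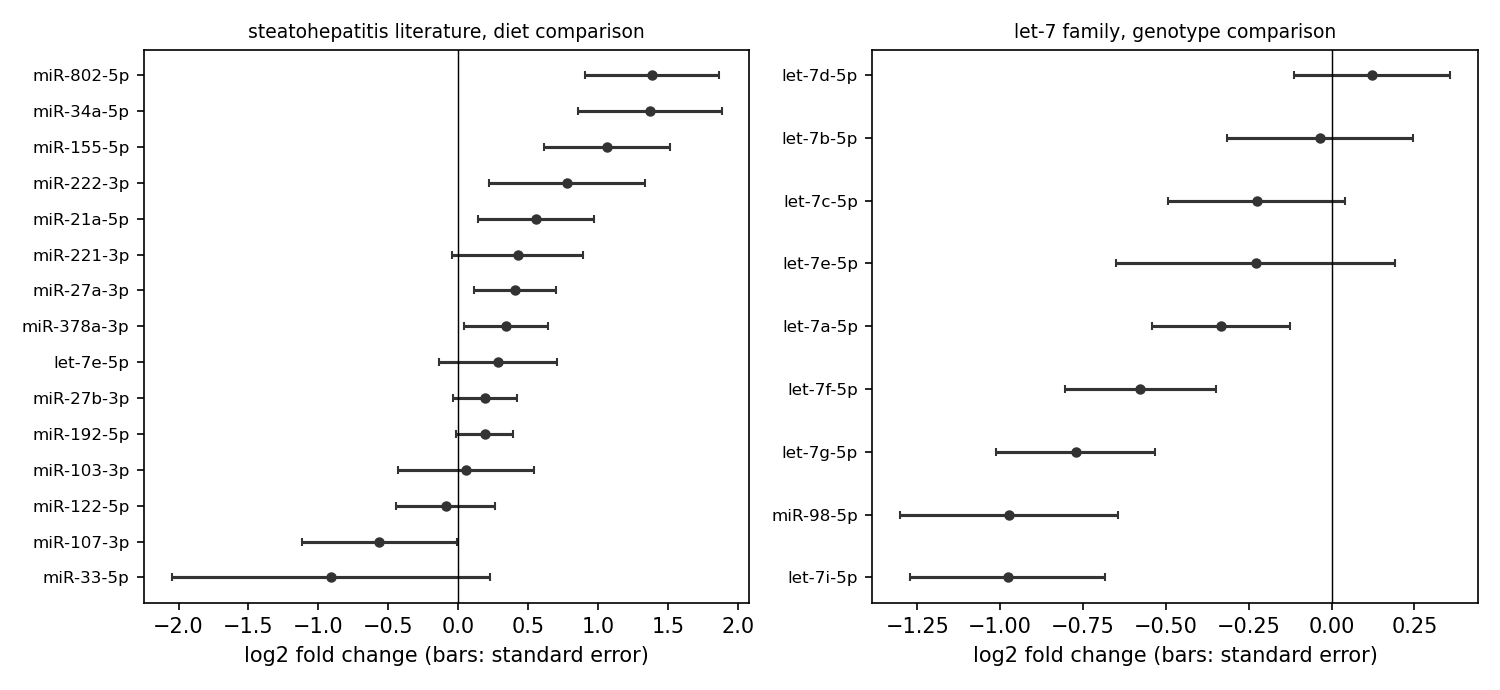
Log2 fold change (horizontal axis) of each tested member of the steatohepatitis list in flox HFFC against flox chow (left) and of the let-7 family in KO HFFC against flox HFFC (right). Points are edgeR estimates and bars 1 standard error; 12 of 15 members lie above 0 on the left and 8 of 9 below 0 on the right.

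The second comparison asked what the loss of hepatocyte Hsp90β changes on the HFFC diet. The let-7 family, regulators of growth and glucose metabolism, was lower in the knockout. Of its 9 tested members 8 had negative log2 fold changes, with a median of −0.33 (camera, adjusted p = 0.00256). With an estimated correlation between members (0.218) and fewer degrees of freedom the adjusted p was 0.380, so the call did not hold, and it was 0.112 with the preset correlation when counts were scaled by all library tags. The largest were in let-7i-5p (−0.98 ± 0.29), miR-98-5p (−0.97 ± 0.33) and let-7g-5p (−0.77 ± 0.24), each lower in every knockout library than in any flox HFFC library. These 3 passed adjusted over the list alone (0.0330 for let-7i-5p and let-7g-5p, 0.0362 for miR-98-5p), and 0 passed over all miRNAs. The abundant let-7f-5p (−0.58 ± 0.23), let-7a-5p (−0.33 ± 0.21) and let-7c-5p (−0.23 ± 0.27) did not pass. Mature let-7 sequences differ by few bases, so reads may be split between members by the authors' counting. The let-7g hairpin is intronic in Wdr82 on chromosome 9 (106178840 to 106178927, plus strand).

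The highest log2 fold changes by rank of p were in miR-181b-5p (4.28 ± 1.26), miR-125a-5p (3.92 ± 0.90), miR-92b-3p (3.47 ± 0.94), miR-10b-5p (2.81 ± 0.85), miR-466i-5p (2.02 ± 0.67), miR-125b-5p (1.77 ± 0.50) and miR-127-3p (1.72 ± 0.45). Without KO HFFC replicate 3, miR-181b-5p was at 2.86, miR-125a-5p at 3.15, miR-92b-3p at 2.01 and miR-10b-5p at 2.18, and without flox HFFC replicate 1 miR-181b-5p was at 5.37. miR-125b-5p and miR-127-3p had their highest counts in KO HFFC replicate 1 (193 and 251). miR-125a-5p had 70 and 95 counts in replicates 2 and 3, 19 in replicate 1 and 0 to 8 in the flox libraries. In replicates 2 and 3 miR-181b-5p had 440 and 889 counts against 6 to 40 in the other 7. Some miRNAs removed by the low-count filter were also higher in replicates 2 and 3, and are named here after their values were seen. There miR-204-5p had 1125 and 2105 counts, against 1 to 5 in the other 7 libraries. miR-200c-3p had 59 and 117 against 0 to 12, and miR-135b-5p 72 and 133 against 0 or 1. In all, 8 miRNAs with at least 10 counts in both libraries had more than 5 times the share of miRNA counts there that they had in any of the other 7. They made up 0.404% (95% Wilson interval 0.386% to 0.423%) and 1.14% (1.10% to 1.18%) of miRNA counts there, and 0.0140% in KO HFFC replicate 1, no more than in the highest flox library. The miR-204 hairpin lies in an intron of Trpm3 on chromosome 19 (22750605 to 22750672, plus strand).

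**Figure D3:**
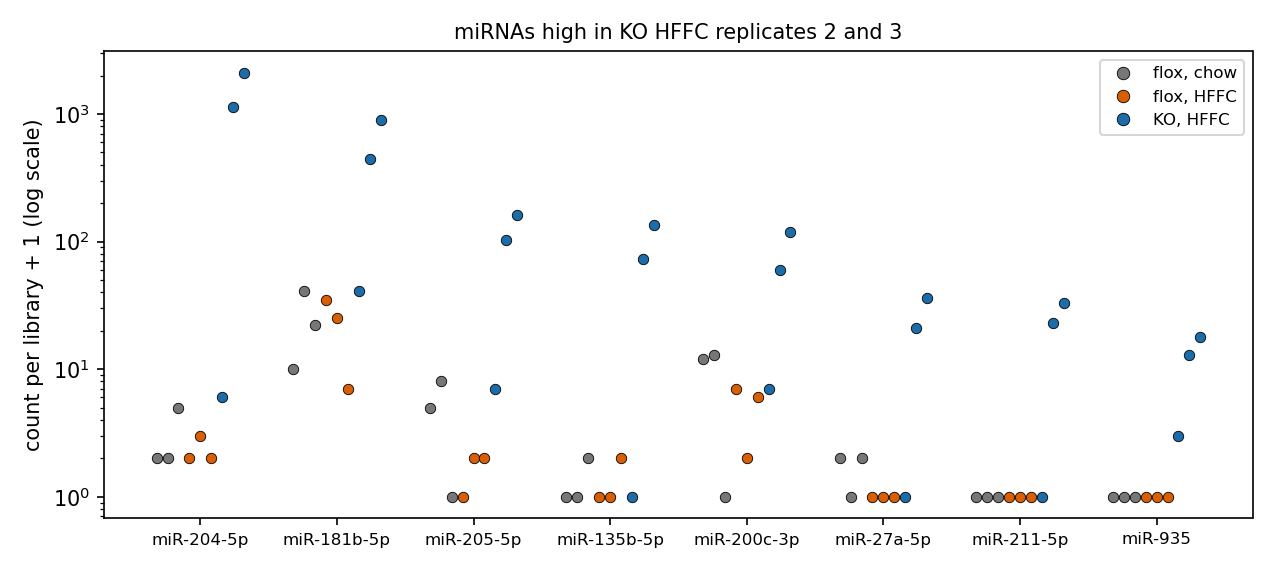
Counts per library plus 1 (log scale) of the 8 miRNAs whose share of miRNA counts in KO HFFC replicates 2 and 3 was over 5 times that in each of the other 7 libraries, with at least 10 counts in both. Each point is 1 library, placed in the order flox chow, flox HFFC and KO HFFC, and the third knockout library lies with the flox libraries, for example at 5 counts of miR-204-5p against 1125 and 2105.

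No single miRNA passed in this comparison either. edgeR called 0 of 248 at an adjusted p of 0.05 (lowest adjusted p 0.232), with 20 at an unadjusted p under 0.05 against 12.4 from chance. DESeq2, which tested 718 entries, called 5, all higher in the knockout: miR-92b-3p, miR-125a-5p, miR-205-5p, miR-181b-5p and miR-204-5p. Leaving out KO HFFC replicate 1 also gave 5, and leaving out flox chow replicate 3 gave 1. Of the 248 miRNAs, 14.1% had groups that did not overlap, against 10% from chance. The other 11 lists were not called. The steatohepatitis list had 4 of 15 members above 0 (adjusted p = 0.259), the hepatocyte list 4 of 9 (0.564), the erythroid list 1 of 6 (0.259), the immune cell list 3 of 9 (0.497), the mesenchymal list 6 of 8 (0.951, with a median of 0.13 and a mean of −0.15) and the epithelial list 3 of 4 (0.564). The miR-29 family had 1 of 4 (0.560), the miR-17-92 group 2 of 7 (0.259), the Dlk1-Dio3 cluster 1 of 4 (0.951), the X-linked cluster 1 of 3 (0.259) and late-numbered entries 5 of 10 (0.735, with a median of −0.13 and a mean of 0.07). Adjusted over the list alone, miR-127-3p of the Dlk1-Dio3 cluster (0.0102) and miR-501-3p of the X-linked cluster (−2.90 ± 1.02, 0.0449) passed, against 0 over all miRNAs, and no member of the other 9 lists did. The endothelial miR-126a-3p (−0.06 ± 0.22) and miR-126a-5p (−0.07 ± 0.37) stayed near 0. Among abundant members, miR-148a-3p had a log2 fold change of −0.60 ± 0.27, miR-21a-5p of −0.65 ± 0.42, miR-29b-3p of −0.42 ± 0.40, miR-451a of −0.43 ± 0.31, miR-92a-3p of −0.57 ± 0.37 and miR-411-5p of −0.71 ± 0.44.

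Set directly against chow, the knockout on HFFC had log2 fold changes of 1.54 ± 0.48 for miR-802-5p and 1.39 ± 0.50 for miR-802-3p, each higher in every library, and neither passed (edgeR adjusted p of 0.275 and 0.345). Without KO HFFC replicate 1 miR-802-5p was at 0.89. The chow libraries are those of the diet comparison, so the values of the 2 comparisons are not independent. Diet and genotype both differ here and cannot be separated. The other miRNAs of lowest p were miR-125a-5p (4.16 ± 0.92), miR-149-5p (3.07 ± 0.72), miR-92b-3p (3.51 ± 0.96) and miR-181b-5p (4.26 ± 1.27) on the higher side. Without KO HFFC replicate 3 these 4 were at 3.37, 2.08, 1.95 and 2.81. miR-92b-3p and miR-181b-5p were at 2.88 and 3.63 without flox chow replicate 1, and at 4.30 and 4.97 without flox chow replicate 3. On the lower side were the predicted entry miR205-5p (−1.58 ± 0.48), miR-7a-5p (−1.19 ± 0.37), miR-148b-3p (−1.31 ± 0.47) and let-7a-5p (−0.57 ± 0.21). The predicted miR205-5p is a separate entry from miR-205-5p. edgeR called 0 of 248 at an adjusted p of 0.05 (lowest 0.140) and 32 at an unadjusted p under 0.05, DESeq2 called 6, and leaving out KO HFFC replicate 1 gave 5. Groups did not overlap for 17.7% of the miRNAs, against 10% from chance. The let-7 family was lower (7 of 9 members, median −0.51, camera adjusted p = 0.0333, 0 members adjusted over the list alone). With an estimated correlation (0.217) and fewer degrees of freedom the adjusted p was 0.478, so the call did not hold. Without KO HFFC replicate 2 its adjusted p was 0.0863. The red blood cell list had 6 of 6 members below 0, led by miR-451a (−0.35 ± 0.31) and miR-486b-5p (−2.33 ± 0.98), and was not called (adjusted p = 0.148). None of the other 10 lists was called either, with adjusted p from 0.344 to 0.927. The median and mean of 3 of them differed in sign: the immune cell list (0.07 and −0.10), the X-linked cluster (0.66 and −0.17) and late-numbered entries (−0.07 and 0.02).

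The study then asked which miRNAs went up on HFFC and back down in the knockout. No miRNA passed an adjusted p of 0.05 in both comparisons. At an unadjusted p under 0.05 in both, 1 miRNA had opposite signs: miR-127-3p was lower on HFFC (−1.21 ± 0.45) and higher in the knockout (1.72 ± 0.45), in every library. In 50 simulated data sets without any effect, which share the flox HFFC libraries in the same way, the mean was 2.92 and the range 0 to 6. Independent lists would share 0.161 miRNAs that go up and then down, and 0.290 that go down and then up. Across the 248 miRNAs the log2 fold changes of the comparisons had a Pearson r of −0.307, against a simulated mean of −0.508 (−0.799 to −0.309), and a covariance of −0.205 against −0.336 (−0.919 to −0.152). Opposite signs were seen in 60.5% of miRNAs, against 66.9% in the simulated sets (61.3% to 73.0%). The observed r and percent lay just outside the simulated ranges, on the side of less opposition. miRNAs are not independent replicates, so these values describe the table only. With 3 libraries the shared group could not be split into parts of at least 2 libraries.

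The 4 miRNAs named by the study were followed individually. They had been chosen on these samples, so their direction here is not independent evidence. miR-28a-5p, the current mouse name of miR-28-5p, had group totals of 90 counts in flox chow, 97 in flox HFFC and 97 in KO HFFC. Its log2 fold change was 0.46 ± 0.52 with the diet and −0.08 ± 0.52 in the knockout (edgeR adjusted p of 0.985 and 0.954), and the latter has a 95% interval from −1.09 to 0.94. A different row of the table is a predicted miRNA that carries the name miR28-5p. Whether the number in a predicted name relates to the miRBase miRNA of that number was not checked. This predicted miR28-5p had 0 counts in all 3 flox chow libraries, 10, 3 and 4 in flox HFFC, and 0, 1 and 0 in KO HFFC. On pooled counts it was 6.03-fold higher in flox HFFC than a floor of 3 counts over the flox chow group, and the 95% counting interval of the ratio began at 4.39. The fold over the floor was 3.92 without flox chow replicate 1, 3.06 without flox chow replicate 2, 3.21 without flox HFFC replicate 1 and 9.27 without flox HFFC replicate 2. Against flox HFFC the knockout was 15.5-fold lower, with a counting interval of 2.43 to 648. This ratio was 8.24 without flox HFFC replicate 1, 23.8 without flox HFFC replicate 2 and 9.98 without KO HFFC replicate 1, and without KO HFFC replicate 2, which held the 1 count, it was 3.18 over the floor. miR-3473a had 0, 0 and 7 counts in flox chow, 6, 4 and 7 in flox HFFC and 0 in all 3 KO HFFC libraries. Its floor of 3 counts in the knockout was 5.17-fold lower than flox HFFC (interval from 3.76), or 3.33-fold without KO HFFC replicate 1 and 3.18-fold without KO HFFC replicate 2. miR-500-3p had 4, 0 and 4, then 1, 6 and 18, and 0 in all 3 knockout libraries. Its floor was 7.60-fold lower than flox HFFC (interval from 5.74), but 18 of the 25 flox HFFC counts were in replicate 3, without which the fold was 3.08. It was 4.89 without KO HFFC replicate 1 and 4.67 without KO HFFC replicate 2. No entry carried the exact name miR-489-3p. The predicted row miR489-3p had 12, 11 and 127 counts in flox chow, and 66, 11 and 127 in flox HFFC. In KO HFFC it had 83, 58 and 9. Its log2 fold changes were −0.35 ± 1.41 with the diet and −0.85 ± 1.42 in the knockout. These intervals and floors cover counting error only, and the values without single libraries were chosen after the data were seen. The predicted miR28-5p, miR-3473a and miR-500-3p were removed by the low-count filter, and the study list, with 1 tested member, was too small for a set test. edgeR without a filter and DESeq2 called none of miR-28a-5p, miR-3473a, miR-500-3p and the predicted miR28-5p and miR489-3p in either comparison.

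In the mouse genome (GRCm38, GENCODE M21) each of these hairpins is intronic and on the strand of its host gene. Mir28a lies in Lpp on chromosome 16 (24827855 to 24827940), Mir489 in Calcr on chromosome 6 (3721897 to 3722003), Mir3473a in Syap1 on chromosome X (162874918 to 162874995) and Mir500 in Clcn5 on chromosome X (7237683 to 7237774). The Mir802 hairpin lies on chromosome 16 (93369720 to 93369816) and Mir34a on chromosome 4 (150068454 to 150068555), with no other annotated gene over them.

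**Figure D4:**
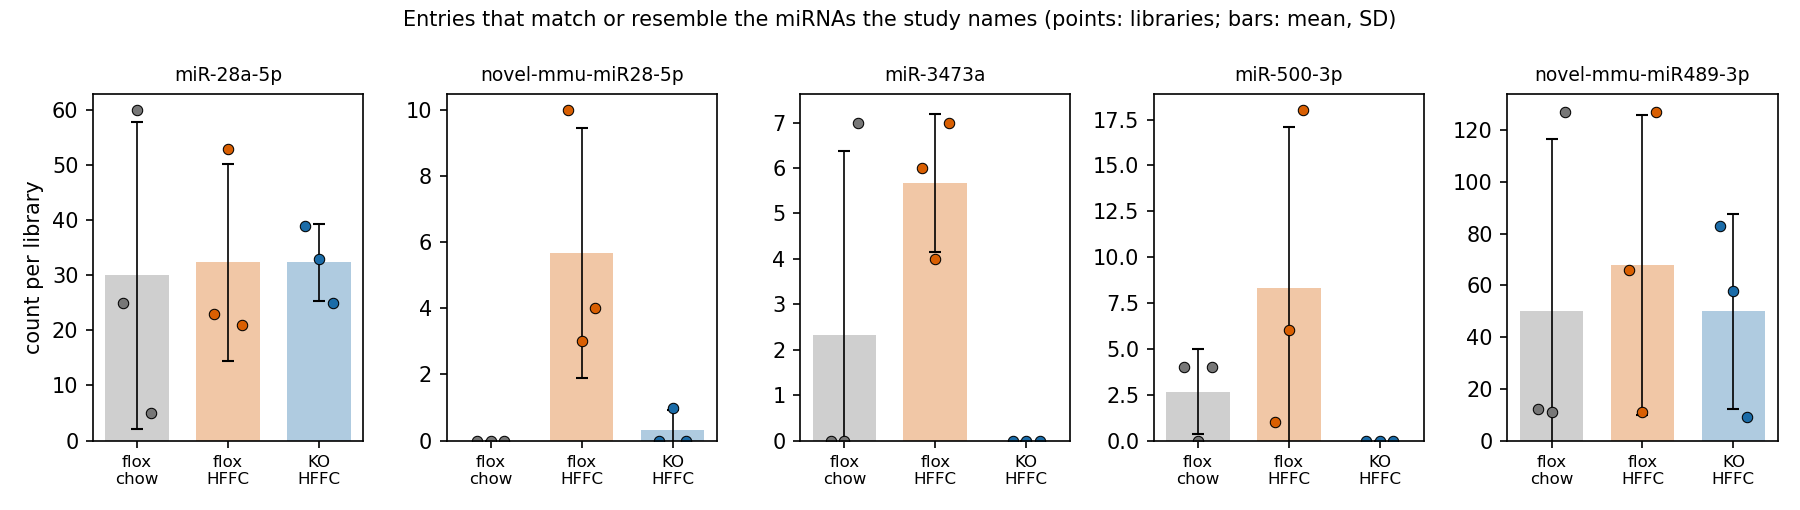
Counts per library (vertical axis, a separate scale in each panel) of miR-28a-5p, the predicted miR28-5p, miR-3473a, miR-500-3p and the predicted miR489-3p. Points are libraries and bars the mean with SD of 3 libraries; miR-28a-5p has similar counts in the 3 groups, and miR-3473a and miR-500-3p are at 0 in the knockout.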

Values the study reported

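The study reported 722 miRNAs in liver exosomes. It counted 11 as significantly higher in mice on the HFFC diet and 8 as reversed when Hsp90β was knocked out in hepatocytes. Its 4 miRNAs common to both sets were miR-500-3p, miR489-3p, miR-28-5p and miR-3473a.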

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

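Some miRNAs that the low-count filter kept out of the tests had 0 counts in all 3 flox chow libraries and at least 1 in each library of an HFFC-fed group, with a group total of at least 10; this screen was chosen after the data were seen. In flox HFFC these were the predicted miR28-5p (17 counts), miR-1983 (12), miR-210-3p (11) and miR-874-3p (10). In KO HFFC they were miR-935 (31 counts), miR-130b-5p (21), miR-1983 (16), miR-224-5p (13), miR-470-5p (12) and miR-877-5p (11). miR-210-3p, a hypoxia-induced miRNA, was in the steatohepatitis list. miR-935 was 1 of the 8 miRNAs high in KO HFFC replicates 2 and 3, with 12 and 17 of its 31 counts there. The same screen run the other way, with 0 counts in all flox HFFC libraries and counts in every flox chow library, gave 4 entries, as many as the 4 found in flox HFFC. It gave 0 entries that were at 0 in all KO HFFC libraries and present in every flox chow library. Between the HFFC-fed groups, 2 entries were at 0 in all KO HFFC libraries and present in every flox HFFC library. In the opposite direction, 6 were at 0 in all flox HFFC libraries and present in every KO HFFC library.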

How the results depend on the processing

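Tests marked as added here were chosen after the data were seen. The count of 0 in the diet comparison was the same under all alternatives except unadjusted p under 0.05 (11) and pooled Poisson counts (140, of which 62 were higher), and was 0 without each library in turn. The genotype count of 0 became 5 in DESeq2, 7 without a filter, 1 with library tag totals (added), 20 at unadjusted p and 162 with pooled counts, and ranged from 0 to 5 without each library. KO HFFC against chow became 1 with library totals, 6 in DESeq2, 10 without a filter, 4 with library tag totals (added), 2 without predicted entries (added) and 32 at unadjusted p, and ranged from 0 to 5 without each library. No count changed at an adjusted p under 0.1, without KO HFFC replicates 2 and 3 (added), without the 8 miRNAs high in them (added), without miR-122-5p (added) or without the 2 libraries of lowest total (added). The cause was not tested. Reversal moved from 0 to 1 at unadjusted p and to 61 with pooled counts, and was 0 without each library. miR-28a-5p, miR-3473a and miR-500-3p passed in neither comparison in tests that estimate the spread between libraries; the low-count filter left only miR-28a-5p. Pooled folds without each library (added) kept direction and a p under 0.05 for the predicted miR28-5p in both comparisons and for miR-3473a and miR-500-3p in the knockout. With the diet the last 2 kept only the direction. The predicted miR489-3p turned lower with the diet without flox chow replicate 2 or flox HFFC replicate 3, and higher in the knockout without flox HFFC replicate 3 (1.47) or KO HFFC replicate 3 (1.02), with ranges 1.02 to 7.95 and 1.02 to 2.19.

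The steatohepatitis list lost its call with an estimated correlation (adjusted p = 0.119) and with fry (0.0752), and kept it without each library (0.00228 to 0.0359). The X-linked cluster lost it with an estimated correlation (0.140), fry (0.0752), the replicate block (0.0538) and without the 2 libraries of lowest total (0.0897, added), with a range of 0.010 to 0.0814 without each library; it has no value with a mean of at least 10 counts or with 6 samples, where fewer than 3 members were tested. The let-7 family in the knockout lost it with an estimated correlation (0.380), fry (0.142), library tag totals (0.112, added) and without KO HFFC replicates 2 and 3 (0.0686, added, which leaves 1 knockout library assumed to vary like the others), and kept it without each library (0.000294 to 0.0294). Against chow it lost it with an estimated correlation (0.478), fry (0.221), library totals (0.169), the replicate block (0.0686), library tag totals (0.487, added), without predicted entries (0.0620, added) and without KO HFFC replicates 2 and 3 (0.213, added), with a range of 0.00340 to 0.0863 without each library. Other lists were called in single settings: without a filter the study miRNAs and X-linked cluster lower in the knockout (0.00779 for both), and against chow the erythroid list lower (0.0391) and the epithelial list higher (0.0499); the erythroid list also passed without flox chow replicate 1 (0.0444) and with library tag totals (0.0494).

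Of 876 log2 fold changes of named miRNAs under alternatives, 819 kept their direction and side of the threshold, 47 kept the direction and newly passed, and 10 changed sign. miR-1a-3p with the diet turned to 0.72 without flox chow replicate 3 (−4.75 to 0.72 without each library) and to 0.56 without the 2 libraries of lowest total. miR-28a-5p in the knockout, near 0 throughout, turned to 0.18 with library totals, 0.016 without a filter, 0.034 without miR-122-5p, 0.13 with pooled counts, 0.21 without KO HFFC replicates 2 and 3, and 0.022, 0.015 and 0.0013 without flox HFFC replicate 1, flox HFFC replicate 2 and KO HFFC replicate 2 (−0.30 to 0.022 without each library). Library totals moved the median of all miRNAs by 0.24 in the genotype comparison and 0.22 against chow, and upper-quartile factors by −0.13 with the diet and −0.18 against chow. The replicate numbers did not pair the libraries: same-numbered libraries had correlations of −0.13 to 0.36 in their deviations from group means, and 4 of 9 correlated best with their own number. Library yields of 218256 to 681286 and 3 libraries per group limit what can be seen, since 2-fold changes were mostly missed in simulated data.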

Other observations

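Of the weighed patterns, the tests of the miRNAs high in 2 knockout libraries, of the miR-28-5p name and of the slope of miR-122-5p were chosen after their values were seen; the tests of carry-over and of a group difference in miR-122-5p were written before.

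Of the miRNAs near Mir500 on the X chromosome, miR-501-3p had 12, 17 and 1 counts in flox chow, 12, 15 and 18 in flox HFFC and 1, 6 and 0 in KO HFFC, a log2 fold change of −2.90 ± 1.02 in the knockout. miR-532-5p of the same cluster, with 187 counts on average, had 0.08 ± 0.42, and miR-362-3p had −1.30 ± 1.26. miR-500 and miR-501 have similar sequences, and whether their reads were kept apart is not known. Without a filter the cluster's camera adjusted p in the knockout was 0.00779. Its members then included miR-500-3p, which the study chose on these samples. With the filter the adjusted p was 0.259, so the cluster was not called.

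KO HFFC replicates 2 and 3 shared 8 miRNAs with at least 10 counts in both and over 5 times the share of miRNA counts in any other library: miR-204-5p, miR-181b-5p, miR-205-5p, miR-135b-5p, miR-200c-3p, miR-27a-5p, miR-211-5p and miR-935. The other 35 of the 36 pairs of libraries had 0 miRNAs that met the same limits. The log2 ratios of the 8 miRNAs between the 2 libraries were nearly constant (mean 1.37, SD 0.197). The median SD was 0.941 in 10000 random sets of 8 miRNAs of like counts. The set was picked for being high in both libraries and the random sets were not, which limits this comparison. An outside source of RNA in both libraries would give a constant ratio. So would 1 source within the liver, so the ratio cannot tell them apart. An effect of the knockout in every mouse stays open, since the third knockout library, with 0.0140% of its counts in the set against at most 0.0140% in flox libraries, is a single library. An effect of the genotype in some mice was not tested.

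The study's miR-28-5p may be the predicted entry of that name and not miR-28a-5p. On pooled counts, the kind of test that DEGseq makes, the predicted entry was higher on HFFC (conditional exact p = 4.47e-06) and lower in the knockout (p = 0.000183), while miR-28a-5p was neither (p = 0.380 and 0.565). miR-3473a, miR-500-3p and the predicted miR489-3p also went both ways on pooled counts. Their conditional exact p values were 0.0391 and 1.98e-05, 0.00249 and 1.01e-07, and 0.000646 and 0.0489. In all, 35 of the 722 entries went both ways. Without single libraries the p of the former reached 0.671, 0.603 and 0.869 with the diet, and that of miR489-3p 0.869 in the knockout. The edgeR fit put the predicted miR489-3p in the opposite direction with the diet (log2 fold change −0.35 ± 1.41). A fall of miR-28a-5p by at least 2-fold in the knockout could not be excluded, since the lower end of its interval was −1.09 on the log2 scale. The sequences behind the predicted entries were not analysed here. These counts bear only on which entry lies behind the name miR-28-5p. By qRT-PCR, the study reported the miRNA of that name raised by Sonic hedgehog in hepatocyte exosomes, with reversal in the knockout. It also reported the miRNA higher in serum exosomes of patients, and tested mimics, an antagomir and a target reporter. Those experiments do not rest on these counts and were not examined here.

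The count of miR-122-5p grew far less than library yield, with a slope of 0.250 on a log-log scale against 0.961 to 1.76 for the other 9 most abundant miRNAs, and 1.32 for the other arm, miR-122-3p. Saturated molecular tags are a candidate explanation, since the labels describe UMIs. For a constant carry-over into every library, a straight line left 2.18 times the residual sum of squares of a saturating curve. The ratio was 1.05 to 2.81 without each library, so the curve was closer every time, the outcome written against carry-over. At 1.05 the fits were nearly equal, and the ratio was not tested, so carry-over is not excluded. A difference between the groups stays open: group mean residuals differed by at most 0.0194 (natural log), with an exact permutation p of 0.579 over 280 groupings, but a saturated count would hide a difference, so the limit written for this test before its result was wrong.

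The table had as many entries as the number of miRNAs quoted from the study, which suggests that predicted entries were counted there; the counts of raised and reversed miRNAs were not compared, because the thresholds used with DEGseq are not given in the sources used here. In these data, 61 of the 248 tested miRNAs passed in opposite directions when libraries were pooled, against 0 when the spread between libraries was estimated.

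Splits of the 6 libraries of a comparison number 10, too few for a share under 0.05. With the diet the real grouping gave 11 miRNAs at unadjusted p under 0.05 and the highest other split 38 (5 of the 10 splits gave as many), which points to differences between these libraries that the diet does not follow. In the genotype comparison these were 20 and 25 (2 of 10), and against chow 32 and 27 (1 of 10). For the lists the real p and the lowest other were 0.000255 and 0.0499 for steatohepatitis, 0.00217 and 0.0312 for the X-linked cluster (1 of 10 each), 0.000213 and 0.000802 for let-7 in the knockout (1 of 10), and 0.00278 and 0.00204 for let-7 against chow (2 of 10).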
